# Epigenetics and adaptive phenotypic variation between habitats in an asexual snail

**DOI:** 10.1038/s41598-017-14673-6

**Published:** 2017-10-26

**Authors:** Jennifer L.M. Thorson, Mark Smithson, Daniel Beck, Ingrid Sadler-Riggleman, Eric Nilsson, Mark Dybdahl, Michael K. Skinner

## Abstract

In neo-Darwinian theory, adaptation results from a response to selection on relatively slowly accumulating genetic variation. However, more rapid adaptive responses are possible if selectable or plastic phenotypic variation is produced by epigenetic differences in gene expression. This rapid path to adaptation may prove particularly important when genetic variation is lacking, such as in small, bottlenecked, or asexual populations. To examine the potential for an epigenetic contribution to adaptive variation, we examined morphological divergence and epigenetic variation in genetically impoverished asexual populations of a freshwater snail, *Potamopyrgus antipodarum*, from distinct habitats (two lakes versus two rivers). These populations exhibit habitat specific differences in shell shape, and these differences are consistent with adaptation to water current speed. Between these same habitats, we also found significant genome wide DNA methylation differences. The differences between habitats were an order of magnitude greater than the differences between replicate sites of the same habitat. These observations suggest one possible mechanism for the expression of adaptive shell shape differences between habitats involves environmentally induced epigenetic differences. This provides a potential explanation for the capacity of this asexual snail to spread by adaptive evolution or plasticity to different environments.

## Introduction

Genetic variation is classically considered a pre-requisite to heritable phenotypic variation, the raw material of adaptation by natural selection^1–4^. However, adaptive responses in some traits are too rapid to be explained by selection through rare genetic mutations, which require long periods of time to accumulate^5,6^. Alternatively, epigenetic alterations in the absence of genetic change can affect gene expression^7^. These epigenetic changes can result in regulation of genome activity independent of DNA sequence and are mitotically stable^8^. If epigenetic signals producing phenotypic variation are inherited, they can form the basis of adaptive evolutionary change^9,10^. Furthermore, if epigenetic changes are environmentally induced and adaptively biased, they can form the basis of adaptive phenotypic plasticity^11,12^. In either case, epigenetic changes that are independent of genetic sequences represent a potential mechanism for rapid adaptive responses to heterogeneous conditions.

Rapid adaptive responses based on epigenetics are possible because the rate of epimutations from DNA methylation has been shown to be orders of magnitude higher than the rate of genetic mutations^13,14^. Theoretical investigations have suggested that populations may respond to the environment through epigenetic variation before genetic mutations begin to accumulate^15^. Epigenetic variation such as DNA methylation is found in most species^16^ and variation is common among populations^17–19^. Some studies show how epigenetic variation is associated with phenotypic variation, for example in plants^20,21^ and more recently in animals^22,23^. Additionally, recent evidence has shown that some epigenetic marks can be inherited across generations^24–26^. Environmentally induced DNA methylation that produces adaptively biased phenotypic variation can provide the basis of an adaptive plastic response^27^.

Asexual organisms provide a unique opportunity to investigate the importance of epigenetic variation as a mechanism generating phenotypic and adaptive variation^27,28^. In the absence of genetic diversity in asexuals, the contribution of epigenetic diversity to the generation of a range of different phenotypes may provide an alternative pathway to adaptation by natural selection or plasticity^29^. For epigenetic variation to play a role in adaptation to different habitats in genetically depauperate asexuals, it would be important to demonstrate adaptive phenotypic differences by habitat, epigenetic differences by habitat, that these habitat-based differences are not random, and ultimately, a demonstration that the epigenetic differences directly lead to the phenotype differences. Here, we focus on epigenetic and phenotypic differences between habitats in an asexual snail.

We studied populations of the asexual New Zealand fresh water snail (*Potamopyrgus antipodarum*), an invasive species where a single clonal lineage exhibits divergence in shell shape fewer than 30 years (approximately 100 generations) after establishment in the western USA. Earlier studies showed that shell shape varies among river sites, with a larger aperture for a given length in faster water currents^30^. Several lines of evidence indicate that this variation is adaptive. First, the adaptive value of this shell shape response is supported by biomechanical considerations in fluid flow^31^. A larger shell aperture permits a larger relative foot muscle, providing more foot surface contact area to grip the substrate in faster current speeds. The better grip likely increases fitness by facilitating foraging in fast flow habitats. Snail foot muscle size is well known to correlate with the aperture height of the shell^32–34^. Second, these shell shape responses concord with adaptive differences observed in other snails^34–36^. Finally, the same pattern of shell shape variation across current speed regimes was observed in a native congener, which has a long evolutionary history in the same geographic region^37^.

We were interested in the source of variation for this adaptive shell shape divergence for two reasons. First, populations across the western US range comprise parthenogenetic females that express the same multilocus genotype (assayed by mtDNA, msDNA, and allozyme loci), suggesting limited genetic diversity from a single clonal founder^38^. Second, adaptive divergence in shell shape does not appear to be the result of within-generation plasticity because phenotypic adjustment to a common lab environment takes more than two generations (M Smithson, M Skinner, and M Dybdahl, *personal communication*). One possible explanation for adaptive phenotypic variation among habitats is variation in DNA methylation that mediates adaptive phenotypic plasticity or responds to natural selection.

## Results

To examine morphological divergence and methylation differences associated with different current speed habitats, we sampled snails from two rivers representing fast current speed habitat (River 1 site: main stem Snake River, ID at Ritter Island; River 2 site: a nearby tributary spring stream), and two lakes with no current (Lake 1 site: Lake Lytle, Rockaway Beach, OR; Lake 2 site: Lake Washington, Seattle, WA). River sites were about 5 km apart, lake sites were about 240 km apart, and lake and river sites were approximately 800 km apart. These sites were chosen to maximize current speed differences (lakes vs. rivers), even though this meant larger distances between habitats because the snails do not occupy both lakes and rivers in the same areas. We sampled at least 30 individuals from each site and measured shell spire height and aperture length as an index of shell shape differences and foot muscle size. In concordance with earlier results, we found that the snails exhibited the expected adaptive pattern in shell shape and that these differences were statistically significant (Table 1); river snails had a significantly smaller overall spire height than the lake snails (Fig. 1A), and a significantly larger aperture opening for a given spire height (Fig. 1B).

**Table 1:** Analysis of Variance for phenotypic traits.

Source of Variation	df	Sum of Squares	Mean Square	F value
ANOVA for shell height				
Habitat	1	78.78	78.78	867.61, p < 0.0001
Sample Site	2	18.93	9.46	104.22, p < 0.0001
DNA Pool	8	0.64	0.08	0.88, p = 0.628
error	138	12.53	0.09	
**ANOVA for shell aperture/shell height**				
Habitat	1	0.130	0.130	251.32, p < 0.0001
Sample Site	2	0.008	0.004	8.56, p = 0.0018
DNA Pool	8	0.004	0.001	0.874, p = 0.5838
error	138	0.001	0.001	

Shell height is the maximum length of the spire of the shell. Aperture/shell height is the maximum width of the aperture divided by the maximum height. There is a significant difference in shell shape for both of these traits between habitats. In the model, we account for variation between lake and river habitats (Habitat), between sites within habitat (Sample site), and among the pools within site (DNA pool).

**Figure 1:**
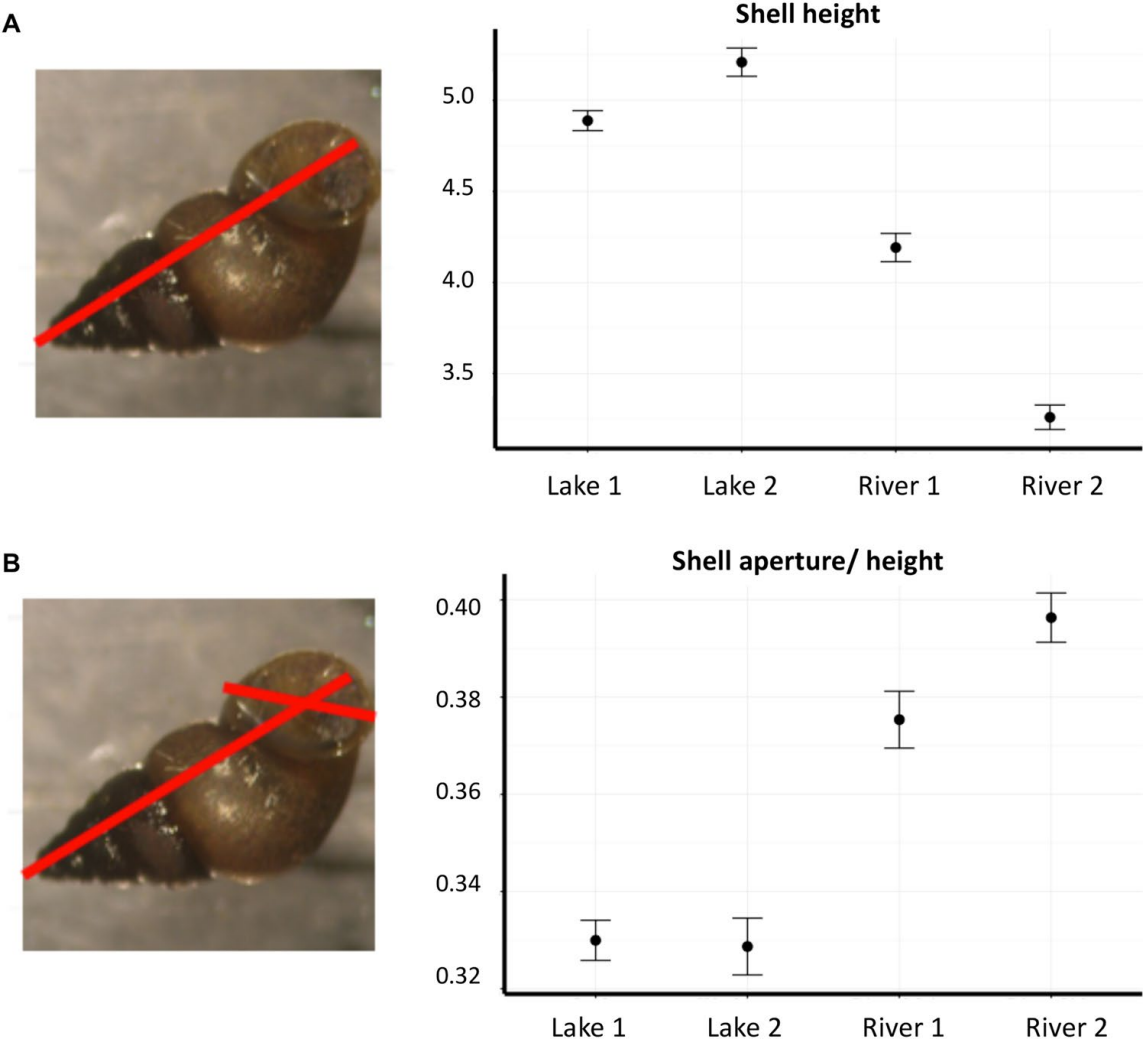
Shell shape phenotypic variation. Shell shape divergence in lake and river populations of the asexual snail *Potamopyrgus antipodarum*. Shell shape measurements are indicated by red lines in the inset picture. **(A)** Shell height is the total length from apex to tip of aperture. **(B)** Shell aperture/shell length measures the size of the shell opening relative to shell height. Statistical significance based on Student’s t-test; error bars represent one standard error.

To investigate the epigenetic response to the different habitats, we examined the differential levels of DNA methylation (DMR) using foot muscle tissue for each of the four sites. We chose to sample the foot muscle tissue for two reasons. First, foot muscle is easily accessible having a homogeneous histology such that a more purified cell population can be obtained (Supplemental Fig. S1) from the adult^39^. Second, we expect foot muscle size and shell aperture size to be correlated traits adapted to water current speed. To obtain foot muscle DNA, we dissected foot tissue from each individual after phenotypic measurements were taken, and extracted DNA from this tissue. Samples of 10 or 20 individuals were pooled and sonicated, and the DNA from 3 pools were prepared for each of the four populations for analysis.

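For the comparison of Lake 2 (Lake Washington) with River 1 (the main channel of the Snake River), 3 pools of foot tissue DNA from each site were analysed here, numbered 4, 5 and 6 for Lake 2 and 7, 8 and 9 for River 1. The sample labels give 10 snails per pool. The pools of Lake 1 and River 2 were not analysed here. In methylated DNA immunoprecipitation (MeDIP), an antibody against methylated cytidine pulls down sonicated DNA fragments, so the number of reads over a region rises with its methylation. The measure is relative, and no library of DNA taken before the immunoprecipitation was used here. The authors aligned the reads with Bowtie2 to a transcriptome of P. antipodarum whose contigs had been joined end to end, and counted them in windows of 100 bp with the MEDIPS package. The deposited values are raw read counts per window, without normalization. Of 739509 windows, 221751 had at least 1 read. The window counts summed to 4994212, 4151401 and 3838302 in pools 4, 5 and 6 of Lake 2, and to 3937488, 3317802 and 4398017 in pools 7, 8 and 9 of River 1. The RPKM values that the authors deposited for the Lake 2 pools correspond to 3326100, 2764639 and 2556455 reads, or 1.50 window counts per read, so a read can be counted in adjacent windows. The paper gives a sequencing depth of about 60 M reads per pool in its results and about 100 M in its methods, and the values reported here use the window counts. No pool had more than 300 counts in a window. Toward this ceiling the spread among pools shrank, from a variance of 1.44 times the mean for Lake 2 windows with mean counts of 150 to 200 to 0.0179 times the mean for those of 290 to 300. The counts were normalized by edgeR's TMM method and compared with edgeR's quasi-likelihood test, in the 151608 windows with a summed count of at least 10 over the 6 pools. Log2 fold changes are River 1 minus Lake 2, so a positive value means more MeDIP reads in River 1. Positions are those of the joined transcriptome.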

To determine the magnitude of differences in methylated DNA associated with different habitats and phenotypes, we analyzed differentially DNA methylated regions (DMR) between habitats and sites. DMRs are the windows that are differential methylated in all three pools from one population set compared to another (e.g. lake vs river). 

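Between Lake 2 and River 1, 223 windows passed the paper's p-value threshold in edgeR's quasi-likelihood test. In all 223, every pool of one site had a higher count per total count than every pool of the other site. The groups did not overlap in 19.1% of all tested windows either, where 10% would by chance with 3 pools against 3. Since windows past the threshold were chosen on the same pools, their separation is not independent of the call. Each pool was also set against windows called from the other 5 pools alone. Without pool 4, 116 windows were called, and in 94.0% of them pool 4 lay nearer to the mean of the remaining Lake 2 pools than to the mean of River 1. The corresponding share was 94.4% of 71 windows for pool 6, 93.4% of 121 windows for pool 8 and 85.8% of 106 windows for pool 9. It was 54.3% of 326 windows for pool 5 of Lake 2 and 46.0% of 541 windows for pool 7 of River 1, so these pools lay about midway between the sites at windows called without them.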

First, methylated DNA was isolated for each pool using methylated DNA immunoprecipitation (MeDIP) of the genomic DNA. MeDIP DNA pools were used to create libraries which were sequenced for a MeDIP-Seq procedure previously described^39^. The pools were sequenced on an Illumina HiSeq 2500 sequencing platform which yielded approximately 60 million reads per pool for comparison of the three pools each for lake and river sites (Fig. 2A). The reference genome used an expression cDNA library previously described^40^. DMRs were identified at a p-value threshold of p < 10^−5^ for single 100 bp sites and multiple adjacent ≥2 100 bp sites (Fig. 2B). 

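For Lake 2 and River 1, DMRs were built from the quasi-likelihood p-values as the paper describes, each extended within its contig while a window with a p-value under 0.1 lay within 1000 bp. At a threshold of 1e-05 there were 172 DMRs, of which 42 held at least 2 windows past the threshold. At 1e-03, 2603 windows made 1674 DMRs, 627 of them with at least 2 windows. At 1e-04, 810 windows made 581 DMRs, 175 of them with at least 2 windows. At 1e-06 there were 52 DMRs from 65 windows, and at 1e-07 there were 16 DMRs from 18 windows. The median absolute log2 fold change of the windows past 1e-05 was 1.23, and the smallest was 0.73. Their mean count per pool had a median of 32.3 and ranged from 3.17 to 117. Of the other ways of testing, DESeq2's Wald test moved the number of DMRs at 1e-05 the most, to 8. It changed to 89 without pool 4, 56 without pool 6, 399 without pool 7, 92 without pool 8 and 79 without pool 9.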

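In the Lake 2 and River 1 comparison, 130 of the DMRs held a single window past the threshold, or 75.6% of them (95% Wilson interval 68.7% to 81.4%). Another 36 DMRs held 2 such windows, 4 DMRs held 3, 1 DMR held 4 and 1 DMR held 5. Because a read can fall in adjacent windows, neighbouring windows are not independent measurements. DMRs built in the same way from the p-values that the authors deposited numbered 208 with a single window, 49 with 2 windows, 6 with 3, 3 with 4 and 1 with 5.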

The majority of DMRs were single windows with some having 2 or 3 multiple windows (Fig. 2C). An overlap of the two habitat comparisons (Lake 2 versus River 1 and Lake 1 versus River 2) demonstrated 153 overlapping DMRs which is approximately one third of the DMR detected, Fig. 2D.

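The DMRs made here for Lake 2 and River 1 were compared with the paper's list for Lake 1 and River 2 in Supplemental Table S1, which holds 288 DMRs at 1e-05. Of the DMRs made here at that threshold, 40 shared at least 1 bp with one of them. Only positions were compared, since Table S1 gives no direction of change. When the 288 were placed at random on tested windows 10000 times, with their lengths kept, 4.01 of the DMRs made here were overlapped on average and at most 12 (one-sided permutation p = 0.0001, the smallest these placements can give). Placements that also kept the count level of each DMR, a choice made after the data were seen, gave 4.08 on average and at most 14. Regions that vary between any pools would also overlap more often than such placements. With both lists at 1e-04, 148 of the DMRs made here overlapped one of 858, and at 1e-03, 636 overlapped one. The overlap at 1e-05 changed to 25 without pool 4, 16 without pool 6, 65 without pool 7, 19 without pool 8 and 17 without pool 9. By DESeq2's test it was 3.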

**Figure 2:**
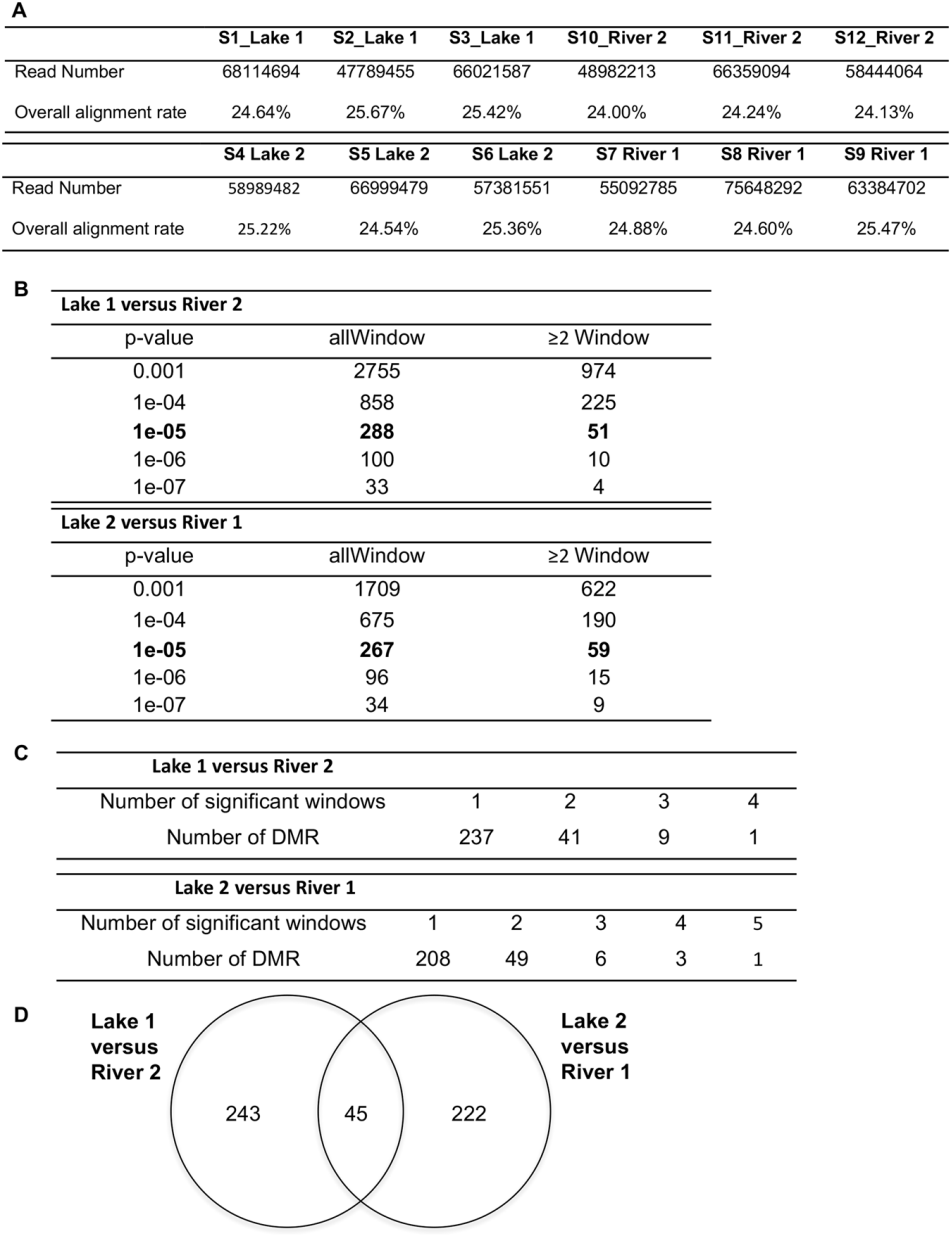
Epigenetic variation in DNA methylation. **(A)** The number of reads present for each sample and the overall alignment rate calculated by bowtie2. **(B)** The number of DMRs found using different p-value cutoff thresholds. The allWindow column shows all DMRs. The ≥2 Window column shows the number of DMRs containing at least two significant windows. **(C)** The number of DMR with each specific number of significant windows at a p-value threshold of 1e-05. **(D)** Venn diagram identifying the overlap for the DMRs between the two different lake versus river comparisons.

All DMRs identified using a p-value threshold of p < 10^−5^ were used for all windows for subsequent analysis. 

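Of the windows past the threshold between Lake 2 and River 1, 171 were higher in Lake 2 and 52 were higher in River 1 (76.7% higher in Lake 2). The median log2 fold change was -1.20 in the former and 1.54 in the latter. Among the DMRs, which take the direction of their window with the smallest p-value, 136 were higher in Lake 2 and 36 in River 1. The split depended on the normalization, with 148 windows higher in Lake 2 and 79 in River 1 when DESeq2's size factors replaced TMM. Without pool 4 it was 61 and 55. Among the few windows that DESeq2's test called, 1 was higher in Lake 2 and 9 in River 1, the opposite balance.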

A mixture of DMRs with an increase or decrease in methylation involving a ratio of river/lake (% read depth for lake) are observed (data not shown). Further analysis of the genomic features of the DMRs demonstrated lengths of 200–1000 bp (Fig. 3A). 

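Of the DMRs made here for Lake 2 and River 1, 155 were 200 to 1000 bp long, or 90.1% of them (95% Wilson interval 84.7% to 93.7%). The shortest was 200 bp and the longest 1800 bp, and 17 exceeded 1000 bp. Lengths were counted in whole windows, so they are multiples of 100 bp.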

The most predominant lengths for both comparisons was 400–600 bp (Fig. 3A). 

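In the Lake 2 and River 1 comparison the median length was 500 bp. There were 62 DMRs of over 200 and up to 400 bp, 53 of over 400 and up to 600 bp, and 25 of over 600 and up to 800 bp. In Supplemental Table S2, where ends are trimmed to contig borders, the paper's own lengths at 1e-05 had a median of 445 bp, with 105 DMRs in the class up to 400 bp and 81 in the class up to 600 bp.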

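CpG densities were taken from Supplemental Table S2, since neither the reference sequence nor the CpG content of other windows was used here. Each DMR made here for Lake 2 and River 1 overlapped a DMR of that table. By the paper's densities for these, the median was 4.43 CpG/100 bp, and 170 DMRs had fewer than 10 CpG/100 bp. There were 1 to 5 CpG/100 bp in 100 of them, or 58.1% (95% Wilson interval 50.7% to 65.3%). The DMRs higher in Lake 2 had a median of 4.77 CpG/100 bp, and those higher in River 1 a median of 2.53. Across the whole of Table S2, with the direction taken from the authors' deposited fold changes, the share higher in Lake 2 went from 29.1% of 110 DMRs with up to 1 CpG/100 bp to 93.1% of 288 DMRs with over 6. The DMRs of Table S1 come from the comparison of Lake 1 with River 2, so they were not chosen on these pools. Among those with a summed count of at least 60, the share with more reads per total count in Lake 2 went from 24.8% of 298 to 73.2% of 310 in the class of 4 to 5 CpG/100 bp, and was 51.5% of 268 above 6.

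**Figure D1:**
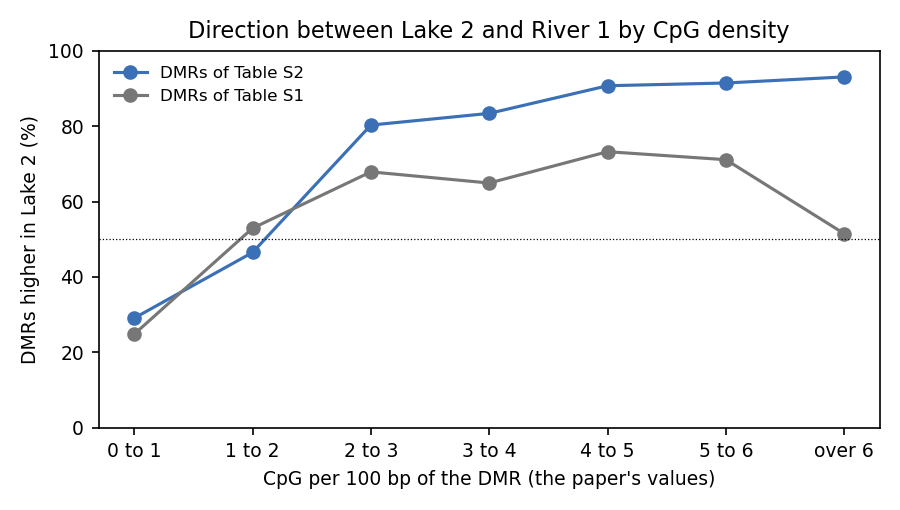
Share of DMRs with more MeDIP reads in the Lake 2 pools than in the River 1 pools (vertical axis, percent) by the paper's CpG density of the DMR (horizontal axis, CpG per 100 bp), for the DMRs of Table S2 in blue and Table S1 in grey. The dotted line marks 50%. The blue line ends at 93.1% and the grey line at 51.5%.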

The DMR were located in CpG deserts with <10 CpG/100 bp and 1–5 CpG/100 bp being predominant (Fig. 3B). Therefore, the genomic features were similar to previous DMRs identified^41^.

**Figure 3:**
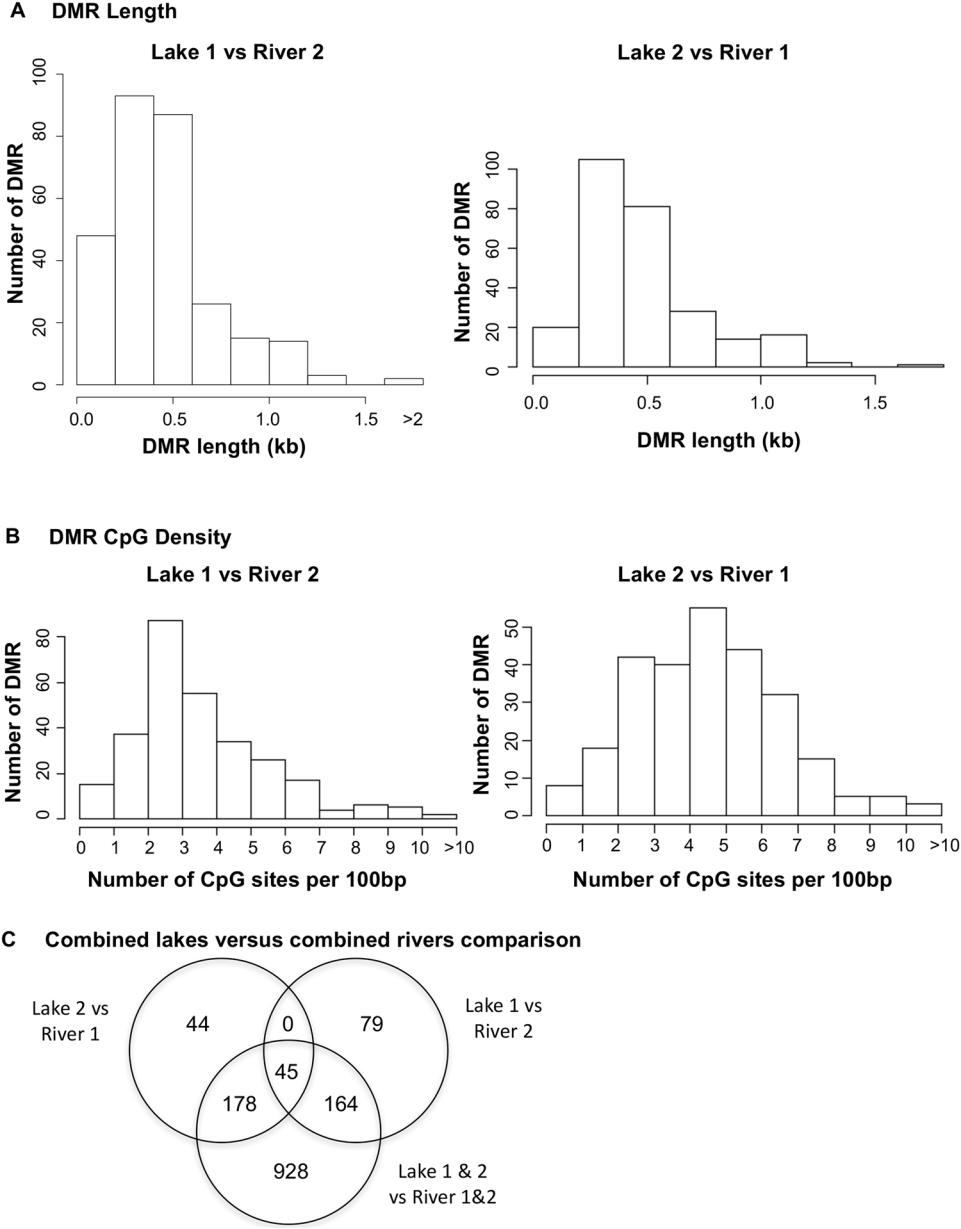
DMR genomic features. **(A)** Number of DMR versus the DMR lengths (kb). All DMRs at a p-value threshold of 1e-05 are shown. **(B)** Number of DMR versus the number of DMRs at different CpG densities. All DMRs at a p-value threshold of 1e-05 are shown. **(C)** DMR numbers (p < 1e-05) and overlap with combined lakes (1 & 2) versus combined rivers (1 & 2) comparison with the individual lake versus lake comparisons.

To determine whether methylation differences were habitat specific or random, we compared DMRs between sites and habitats. As a measure of random epigenetic variation, we determined the number of DMRs between sites within a habitat (river vs river and lake vs lake). As a measure of habitat specific epigenetic variation, we determined the number of DMRs between habitats for each combination of sites (Table 2). The number of DMRs that are habitat specific and associated with phenotypic differences between habitats should be greater than the number of DMRs between sites within the same habitat. Results show that the number of DMRs between lake and river habitats was an order of magnitude larger than the number of DMRs between sites within a habitat type (Table 2).

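The pools of the within-habitat comparisons were not analysed here. For Lake 2 and River 1, the number of windows was set against the other 9 ways of splitting the 6 pools into 3 and 3, by edgeR's quasi-likelihood test throughout. Grouped by site, 2152 windows had a Benjamini-Hochberg adjusted p-value under 0.05 and 21638 had an unadjusted p-value under 0.05. The split of pools 4, 6 and 7 against 5, 8 and 9 gave 5 windows past the paper's threshold, 1 window with an adjusted p-value under 0.05 and 12641 with an unadjusted one. The remaining 8 splits gave 0 windows by either criterion, and between 2279 and 8222 with an unadjusted p-value under 0.05. No other test was run on these splits. With 10 splits the share that reaches the real count cannot fall under 0.1. From the larger number of DMRs between habitats than within them (Table 2), the paper proposes that most DMRs are habitat specific.

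**Figure D2:**
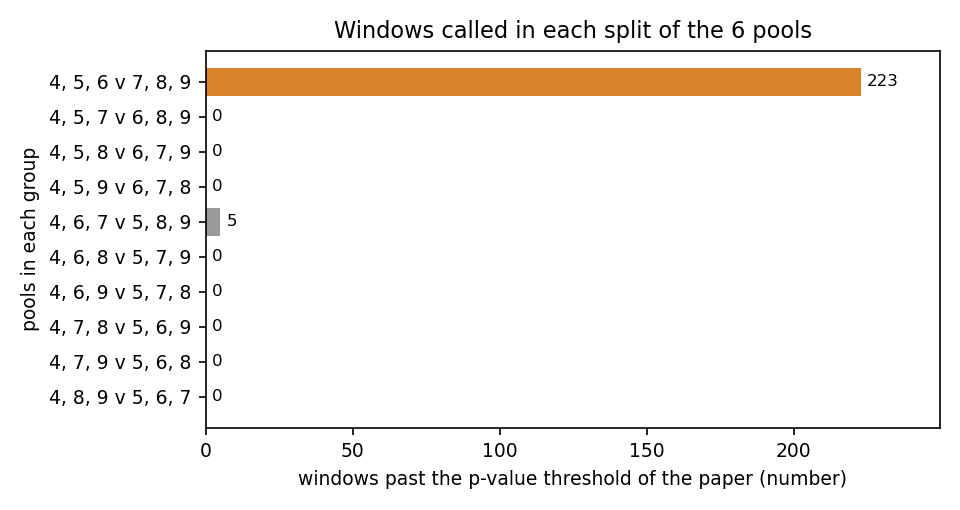
Number of windows past the paper's p-value threshold (horizontal axis) in each split of the 6 pools into 3 and 3 (vertical axis), with the grouping by site in orange and the other splits in grey. The grouping by site gives 223 windows, and the split of 4, 6 and 7 against 5, 8 and 9 gives 5.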

**Table 2:** Significant DMRs identified in comparisons of lake and river sites.

Comparison		1 Window DMR	≥2 Window DMR
Between sites within habitat	Lake 1 v. Lake 2	21	6
	River 2 v. River 1	8	4
Between habitats for each combination	Lake 1 v. River 1	138	26
	Lake 1 v. River 2	288	51
	Lake 2 v. River 1	253	57
	Lake 2 v. River 2	292	63

The p-value thresholds for all analyses were 1e-05. A large majority of DMRs appear to be habitat specific and associated with adaptive phenotypic differences.

An additional comparison used the combined Lake 1 and 2 six pools versus the combined River 1 and 2 six pools to determine the DMRs and compare to the Lake 1 versus River 2 and Lake 2 versus River 1 comparisons. The overlap and comparisons are presented in Fig. 3C. The number of DMRs for combined comparison were higher, in part due to the increased read depth and sample number. The same DMR genomic features were also observed. The overlap demonstrated a reasonable DMR overlap between all the comparisons with the same 45 overlapping DMR as the two individual comparisons. Overall the same phenomenon was observed in having a significant epigenetic alteration in the comparisons of the combined lakes and rivers.

To determine DMR associated genes the reference sequence at the DMR location was analyzed with a Blast batch search against the NCBI nt database as previously described^14^. Blast hits were altered to include only those with linked genes. From the Lake 1 versus River 2 2770 DMRs at p ≤ 10^−3^ there were 191 DMR associated genes that are listed in Supplemental Table S1, and at p ≤ 10^−5^ there were 15 DMR associated genes that are listed in Fig. 4B. From the Lake 2 versus River 1 at p ≤ 10^−3^ there were 1709 DMRs and associated genes are listed in Supplemental Table S2 and at p < 10^−5^ there were 267 DMRs, Fig. 2B. 

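Of the p-values that the authors deposited for Lake 2 and River 1, 341 passed 1e-05, and DMRs built from them here numbered 267 at that threshold and 1709 at 1e-03. All of the DMRs from the quasi-likelihood test overlapped a DMR of Table S2, and 160 of the 267 were among those they overlapped. Table S2 gives a gene name to 175 DMRs, from BLAST hits in other species. Of these, 18 overlapped a DMR from the quasi-likelihood test, and 157 had their window with the smallest p-value higher in Lake 2. Among the 27 that Table S2 lists with a gene name and a p-value under 1e-05, 16 overlapped one, and 25 were higher in Lake 2. The 10 windows with the smallest p-values, at most 1 per contig, included 6 that were higher in River 1 and 4 that were higher in Lake 2. None of the 10 has a gene name in Table S2, and 8 lie in a DMR of Table S1. The smallest p-value was at 73086501 to 73086600 on contig 51159, with counts of 5, 4 and 9 in Lake 2 and 50, 40 and 50 in River 1. Its log2 fold change was 3.11 (standard error 0.28, Benjamini-Hochberg adjusted p = 7.44e-10 by edgeR). The next was at 20198801 to 20198900 on contig 11695 (adjusted p = 1.96e-05 by edgeR). It had 0 counts in each Lake 2 pool and 22, 6 and 18 in River 1. Against a floor of 3 counts over the Lake 2 pools together it was 16.7-fold higher in River 1. That value leaves out the counting error and spread of the River 1 pools. Among those higher in Lake 2, the window at 29952601 to 29952700 on contig 18359 had 43, 25 and 30 counts in Lake 2 and 6, 2 and 7 in River 1, a log2 fold change of -2.50 (standard error 0.33).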

The gene categories are presented in Fig. 4A for the p ≤ 10^−3^ datasets and show metabolism, signaling, translation, transport and development are predominant gene categories for both lake versus river comparisons. 

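Within the gene categories that the paper assigns in Table S2, the direction of each DMR between Lake 2 and River 1 was taken from its window with the smallest quasi-likelihood p-value. Of 25 DMRs in metabolism, 17 were higher in Lake 2 and 8 in River 1. All 24 in signaling were higher in Lake 2, as were 20 of 21 in translation, 6 of 6 in transport and 6 of 7 in development. There were 14 DMRs in cytoskeleton, all higher in Lake 2, and 14 in transcription, of which 11 were. The DMR with the name atp5a1 (242101 to 243200 on contig 00103) had 43.8 ± 5.51 summed CPM in Lake 2 and 27.3 ± 2.43 in River 1 (SD, n = 3 pools). Its window with the smallest p-value had a log2 fold change of -1.37 (standard error 0.32). The DMR named DDOST (1132701 to 1133700 on contig 00508) had 55.1 ± 10.3 in Lake 2 and 28.2 ± 7.61 in River 1, with a log2 fold change of -1.44 (standard error 0.31) in its window. The one named sox2 (61686801 to 61687185 on contig 42522) went the other way, with 3.54 ± 1.36 in Lake 2 and 13.6 ± 7.04 in River 1, and a log2 fold change of 2.15 (standard error 0.41) in its window. For each of the 3 DMRs the pools of the sites did not overlap (two-sided exact permutation p = 0.1, the smallest that 3 pools against 3 allow). The paper called these DMRs on the same pools, so their separation is not independent of that call. The Benjamini-Hochberg adjusted p-values of the windows, by edgeR, were 0.0162, 0.00951 and 0.00406. In the quasi-likelihood test only the window of sox2 passed the paper's threshold (p = 2.98e-06 by edgeR), and it did not pass by DESeq2 or limma-voom, with library size in place of TMM, or without pool 6, 8 or 9, where its p-value was at most 0.000141. The window of DDOST did pass it by edgeR's exact test, at a summed count of at least 1 and in the authors' p-values.

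**Figure D3:**
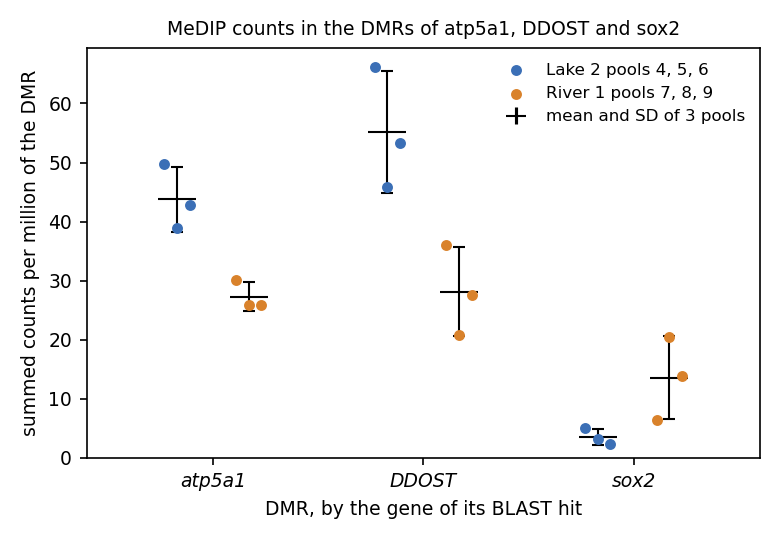
Summed TMM-normalized CPM of each DMR (vertical axis) for the DMRs named atp5a1, DDOST and sox2 (horizontal axis), one point per pool, Lake 2 in blue and River 1 in orange, with the mean and SD of the 3 pools in black. The Lake 2 means are 43.8, 55.1 and 3.54, and the River 1 means are 27.3, 28.2 and 13.6.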

The DMR associated genes for Lake 1 versus River 2 are shown in Fig. 4B and also demonstrate metabolism and transport genes are predominant. 

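Table S2 assigns a mitochondrial gene (COX1, ATP8 or ND3, by BLAST hits in other species) to 7 DMRs of the Lake 2 and River 1 comparison, each on its own contig. All 7 were higher in River 1. Their summed CPM were 176 ± 39.5 in Lake 2 and 328 ± 76.8 in River 1 (SD, n = 3 pools, two-sided exact permutation p = 0.1, the smallest possible). This separation is not independent of the paper's call of these DMRs on the same pools. The single DMRs differed by log2 fold changes of 0.67 to 2.61, the largest on contig 18911 from few reads. In the DMR on contig 00285 the pools of the sites overlapped, with 49.1 in pool 4 and 47.9 in pool 7 (two-sided exact permutation p = 0.2). The DMR on contig 02340 (COX1, 4760401 to 4760961) had 29.6 ± 5.79 in Lake 2 and 67.8 ± 25.3 in River 1, and it alone held windows past the paper's threshold. At 4760701 to 4760800 the log2 fold change was 1.20 (standard error 0.19, Benjamini-Hochberg adjusted p = 0.000887 by edgeR). Outside the DMRs, the other windows of these contigs had median log2 fold changes from -0.29 on contig 00012 to 0.97 on contig 01741. The 7 DMRs had 0.571 to 2.78 CpG/100 bp by Table S2, and of the 451 other DMRs of that table in this range, 182 were higher in River 1. MeDIP reads were not scaled to the amount of mitochondrial DNA.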

A pathway analysis for the DMR associated genes p < 10^−3^ data set identified metabolic and endocytosis pathways for both lake versus river comparisons, Figs 4C and 5. 

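For the endocytosis pathway, the paper names HSPA8, RAB11B and SMAD3 in the Lake 2 and River 1 comparison (Fig. 4C), from BLAST hits in other species. The DMR named HSPA8 (1900401 to 1901400 on contig 00882) had 75.6 ± 7.91 summed CPM in Lake 2 and 51.4 ± 7.14 in River 1 (SD, n = 3 pools). In its window with the smallest p-value, at 1900801 to 1900900, the log2 fold change was -1.0 (standard error 0.24). The DMR named RAB11B (11444042 to 11444400 on contig 06157) had 18.8 ± 1.57 in Lake 2 and 9.85 ± 2.63 in River 1. Its window at 11444001 to 11444100 had counts of 21, 19 and 16 in Lake 2 and 10, 3 and 7 in River 1, a log2 fold change of -1.30 (standard error 0.35). The DMR named SMAD3 (53358611 to 53359300 on contig 36712) had 30.0 ± 2.03 in Lake 2 and 22.5 ± 4.35 in River 1, with a log2 fold change of -1.32 (standard error 0.30) at 53359101 to 53359200. In each DMR the 3 pools of Lake 2 lay above the 3 of River 1 (two-sided exact permutation p = 0.1, the smallest possible). Because the paper called these DMRs on the same pools, their separation is not independent of that call. The Benjamini-Hochberg adjusted p-values of the windows, by edgeR, were 0.0182, 0.043 and 0.0129. None of the 3 windows passed 1e-05 in the quasi-likelihood test. Those of HSPA8 and SMAD3 did without pool 7 and at a summed count of at least 1. With each pool left out in turn, the log2 fold changes ran from -1.47 (without pool 7) to -0.65 (without pool 9) for HSPA8, from -1.68 to -1.07 for RAB11B and from -1.71 to -1.12 for SMAD3. From these and other genes of the pathway in the Lake 1 and River 2 comparison, the paper proposes that endocytosis is potentially influenced.

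**Figure D4:**
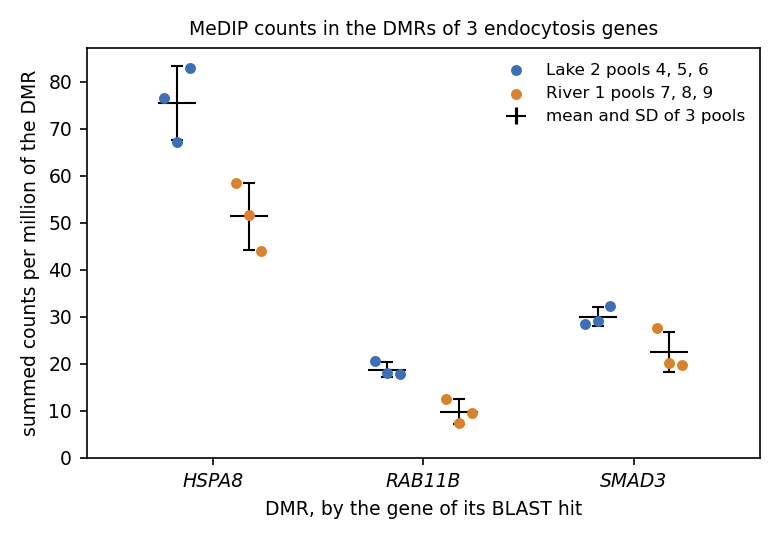
Summed TMM-normalized CPM of each DMR (vertical axis) for the DMRs named HSPA8, RAB11B and SMAD3 (horizontal axis), one point per pool, Lake 2 in blue and River 1 in orange, with the mean and SD of the 3 pools in black. The Lake 2 means are 75.6, 18.8 and 30.0, and the River 1 means are 51.4, 9.85 and 22.5.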

Different sets of genes in the different lake versus river comparison within the endocytosis pathway are affected, but both suggest this pathway is potentially influenced.

**Figure 4:**
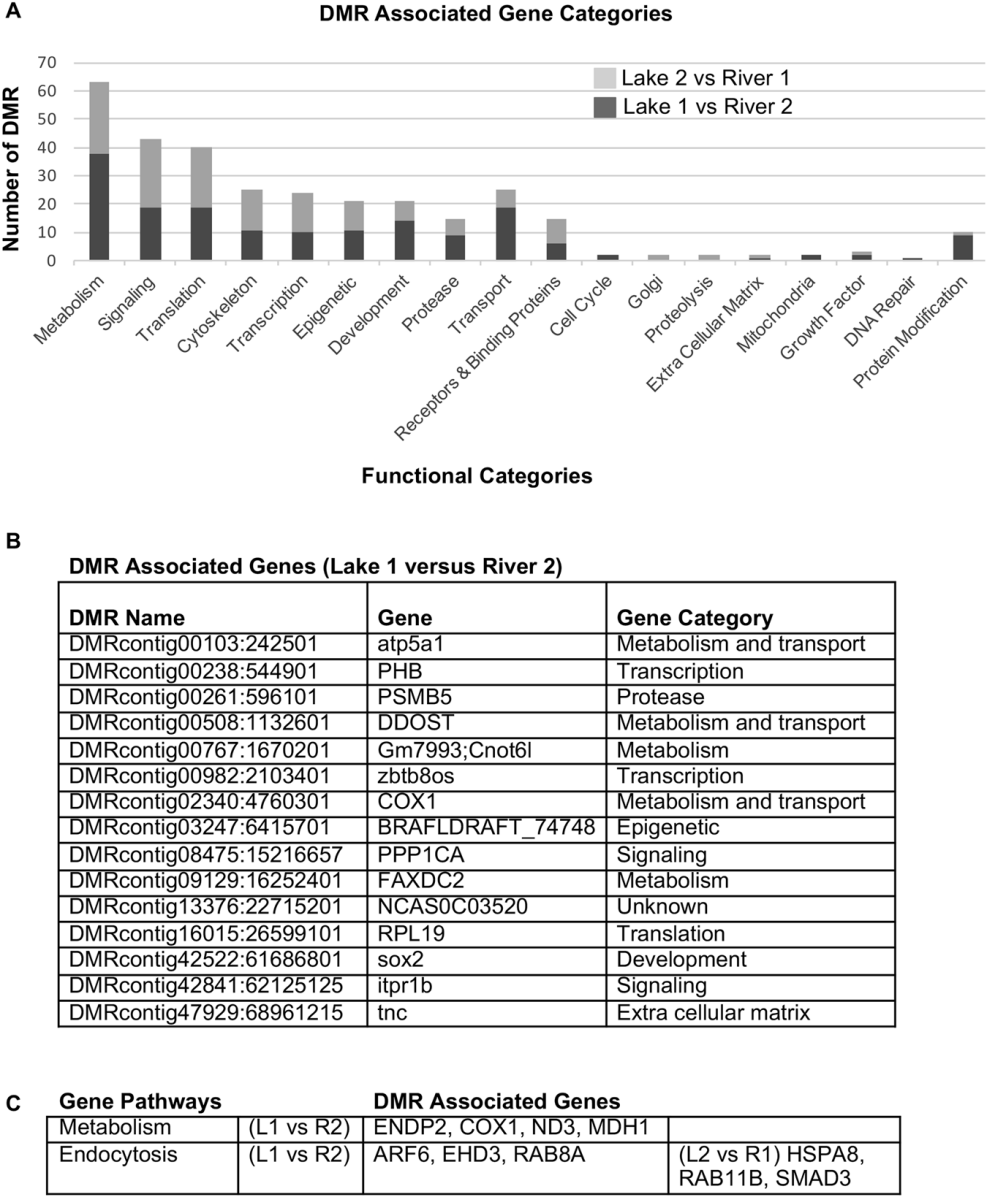
DMR associated genes. **(A)** Number of DMR associated genes correlated to specific gene categories using DMR at p < 10^−3^ threshold. **(B)** List of DMR associated genes using DMR p < 10^–5^ and **(c)** Gene pathways with a minimum number of three associated genes listed. The Lake 1 versus River 2 (L1 vs R2) and Lake 2 versus River 1 (L2 vs R1) indicated.

**Figure 5:**
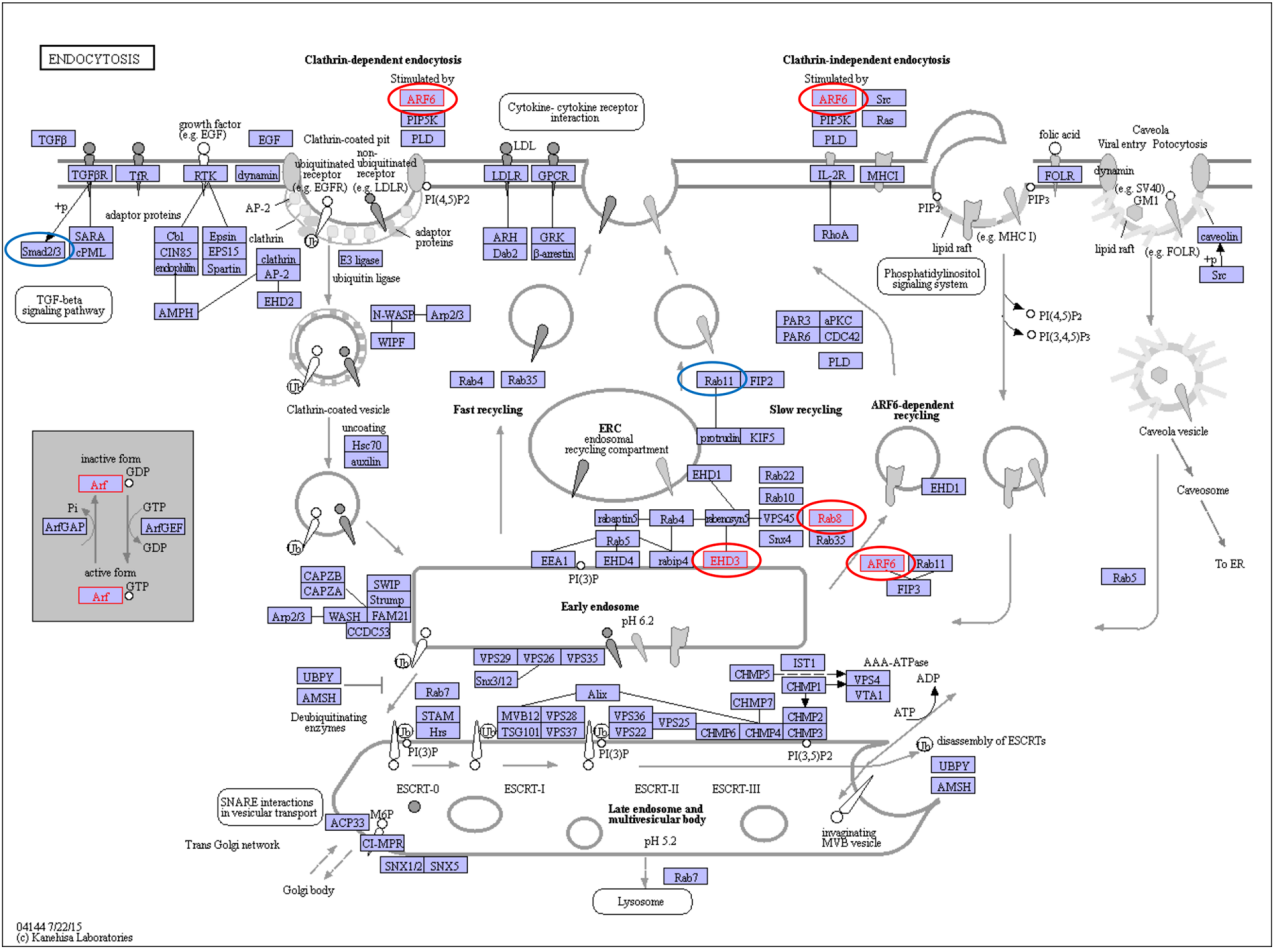
The Endocytosis pathway. The endocytosis pathway from KEGG is provided that identifies (red circle) Lake 1 versus River 2 and (blue circle) Lake 2 versus River 1 indicates the DMR associated genes within the pathway^59,60^.

## Discussion

The potential for environmentally-induced epigenetic variation to generate heritable or plastic adaptive phenotypic variation, particularly in populations where genetic variation is lacking, is promising yet largely unexplored as an alternate path to adaptation. We observed a range-expanding population of invasive snails that exhibits adaptive morphological divergence in shell shape, with relative aperture size of populations in rivers with faster water current speed significantly larger than that of populations in lakes with no current. These phenotypic differences are observed even though all populations comprise a single parthenogenetic clone and therefore lack genotypic variation and genetic recombination. We also observed a habitat specific pattern of differentially methylated regions of the DNA (DMRs) that is much greater than random variation (between sites within habitats). The association between habitat specific phenotypic variation and habitat specific DNA methylation poses the possibility that this asexual population may respond to altered environmental conditions through phenotypic shifts which are influenced by epigenetic shifts.

Epigenetic shifts can represent a response by the population to the environmental conditions encountered^42^, or they can occur spontaneously and randomly^43^. If the generation or accumulation of epigenetic differences were random rather than specific to habitat, then we would expect to find as many DMRs between sites within a habitat (e.g. Lake 1 versus Lake 2) than we would find between habitats (e.g. lake versus river), all else equal. We found that a large number of differentially methylated DNA regions were habitat specific rather than random; there are many more DMRs observed between habitats than are found within a habitat (Table 2). It remains possible that the greater number of DMRs between habitats results from drift and migration acting on epimutations because of the greater distance between lakes and rivers compared to between sites within habitats. However, this explanation is viable only if methylation is heritable and responds to evolutionary forces analogous to genetic mutations. At this point, it is not clear whether the observed habitat-specific epigenetic variants indicate an evolved response or environmentally induced non-inherited responses.

When epigenetic responses are inherited, whether spontaneous or environmentally induced, the result is selectable phenotypic variation and adaptive evolution^11^. Alternatively, when epigenetic changes are not inherited, the result is phenotypic plasticity. However, if epigenetic changes are environmentally cued and shift the phenotype in an adaptively biased direction, the result is adaptive phenotypic plasticity mediated by epigenetic alterations^22,44,45^. We observed habitat specific responses in the methylation of DNA along with an adaptive difference in shell shape morphology in *P. antipodarum*. Whether the epigenetic variation observed is a mediator of adaptive phenotypic plasticity or generating heritable phenotypic variation which is then selected, we do not yet know. The potential of a parthenogenetic population such as the snails we study to accumulate epigenetic mutations is greater because these populations forego meiosis and the associated reset of methylation between generations^24,46^. Consistent with this mechanism, preliminary results suggest that, within isofemale clonal lineages, epigenetic variation is transmitted with little change in a novel environment for at least one generation, and that phenotypic adjustments take at least two generation (M Smithson, M Skinner, and M Dybdahl, *personal communication*). These results suggest that the observed habitat specific epigenetic responses might result from the action of evolutionary forces.

The effect of any habitat-specific DMR on snail phenotypes such as shell shape and foot muscle could derive from epigenetic alteration of gene expression due to methylation. Any alteration in the methylation of DNA in the germ cell will be expressed in all subsequent cells and tissues and thus any homogenous tissue type will provide a signature of population-specific epigenetic shift^47,48^. Using foot muscle tissue, which we expect to be correlated with relative shell aperture size and adapted to water current speed, we found that multiple genes affecting multiple gene pathways were associated with differential DNA methylation between lake and river habitats (Fig. 4). Our replicated between-habitat comparison showed that a fair proportion of DMR are shared (Fig. 2D), suggesting that these are most likely candidates to explain environmental or phenotypic differences. However, developing causal links between these differences and a particular phenotype is challenging. Expression levels of genes important to shell or foot development can be affected by regulatory regions that are megabases from expressed genes^49^ and are not represented in our limited reference genome. The epigenetic shifts documented here that may result in altered gene expression levels influencing the phenotypic differences require further investigation. Nevertheless, observations suggest that one possible explanation for the expression of adaptive shell shape variation is the generation or accumulation of epigenetic differences between habitats.

A limitation in the current analysis is that the only genome available is an expression library of the New Zealand mud snail. When the methylated DNA is immunoprecipitated (MeDIP) the DNA sequence obtained is then aligned to the expression library and only those sequence that aligned are examined. Observations indicate only 25% of the sequenced DNA aligned (Fig. 2), such that the majority is likely intergenic and not aligned to genes. Therefore, the DMRs identified are an under-representation of the DMRs present genome-wide. In addition, the DMR gene associations are now limited to gene bodies and not promoters or intergenic regions. Although evidence suggests that DNA methylation of gene bodies is involved with environmentally driven plasticity and gene expression differences in invertebrates^50,51^, a limitation to the current study is the gene associations are also an under-represented number of genes. In the future with a more complete genome, the raw data in the NCBI GEO #GSE9912 can be used to identify more complete genome-wide DMRs and associated genes. However, the current study provides the observations that epigenetic alterations exist between the different population sites.

The importance of habitat-specific patterns of methylation to adaptation is greater when genetic variation is lacking. A potential explanation for the persistence of genetically limited populations in heterogeneous environments is the generation of phenotypic variation through epigenetic alterations and changes in gene expression^27^. The associated shifts in this study between habitats in the methylation pattern and the adaptive phenotype suggest a potential connection between epigenetics and adaptive phenotypic variation. The causal link between the phenotypic shift and the epigenetic shift is yet to be determined in this system. The next step will include controlled lab induction experiments using isofemale clonal lines to determine the effect of water current speed on DNA methylation, and follow-up gene expression studies. A link between the effects of the altered methylation and the phenotypic shifts would support epigenetic variation as a path to increased phenotypic variation and ultimately rapid adaptation of a population.

## Methods

### Sample Collection

Snails were sampled from sites to maximize habitat differences related to current speed (lakes vs. rivers). We sampled from two lakes in western Oregon and Washington, and two river sites in the closest available river populations in central Idaho (snails have colonized lakes and not rivers in western Oregon and Washington, and the opposite inland)^38^. Lake snails were collected from Lake 1: Lake Lytle in Rockaway Beach, OR (45.6272°N, 123.9392°W) and a Lake 2: beach area of Lake Washington in Seattle, WA (47.6971°N, 122.2711°W). River snails were collected from River 2: a tributary spring stream of the Snake River at Ritter Island (42.7439°N, 114.8420°W) and River 1: the main channel of the river (42.7439°N, 114.8416°W) near Wendell, ID. These river sites are part of the 1000 Springs complex, a unique geological area where springs flow continuously from canyon walls that source in “lost rivers” of south-central Idaho. Samples were obtained by searching the substrate and scraping snails off the underside of rocks and woody debris. The samples were maintained on wet paper towels and kept cool until they reached the laboratory at Washington State University, Pullman, WA. In the laboratory, the samples are kept in water in an environmental chamber that is held at 14 °C with a 12:12 day/night cycle for several days until they were processed for phenotypic and molecular analysis.

### Shell Shape Measures and Analysis

Samples were photographed under a dissecting scope. These photographs were analyzed using ImageJ. Four phenotypic measures were taken. The first is shell height, the longest length from the base of the aperture to the tip of the spiral. The second phenotypic measure is the result of dividing the aperture width by the spire height. This measure gives an indication of how large the foot muscle is in relation to overall body size.

These two phenotypic traits were compared using a nested ANOVA (Table 1). In the model, we account for variation between lake and river habitats (Habitat), between sites within habitat (Sample site), and among the pools within site (DNA pool). Because the snail samples were split into 3 pools for each site for the molecular analysis, used the DNA pool term to verify the homogeneity of the mean phenotype among pools.

### Tissue

After obtaining phenotypic measures for each sample the shells were cracked open and the soft tissue was separated from the shell. A thin slice of the foot pad tissue was separated from the remainder of the soft tissue and this foot tissue was stored in Nanopure™ water and immediately frozen. We chose to examine foot tissue because histology of this tissue shows it to be a relatively homogeneous cell population. This characteristic is important for comparing methylation profiles among separate individuals and populations, so that cell-specific differences in methylation do not confound the analysis. Foot pad slices from each of 10 or 20 individuals were pooled and DNA was isolated from each of these pools. Because the DNA yield was low in some samples, we added additional individuals to make the DNA yield similar across all pools and all sampling sites.

### Genomic DNA Preparation

Genomic DNA from snail foot tissue was prepared as follows. Snail tissue was suspended in 100 μl of 1 × Phosphate Buffered Saline (PBS), then 820 μl DNA extraction buffer (50 mM Tris pH8, 10 mM EDTA pH8, 0.5% SDS) and 80 μl Proteinase K (20 mg/ml) was added and the sample incubated on a rotator at 55 C for 2–3 hours. After incubation, 300 μl of protein precipitation solution (Promega, A795A) was added, the sample mixed and incubated on ice for 15 minutes, then spun at 4 C at 13,000 rpm for 20 minutes. The supernatant was transferred to a fresh tube, then precipitated over night with the same volume 100% isopropanol and 2 μl glycoblue at −20 C. The sample was then centrifuged and the pellet washed with 75% ethanol, then air-dried and resuspended in 100 μl H_2_O. DNA concentration was measured using the Nanodrop (Thermo Fisher).

### Methylated DNA Immunoprecipitation MeDIP

Methylated DNA Immunoprecipitation (MeDIP) from genomic DNA was performed as follows. For the snail samples, approximately 6 μg of each genomic DNA pool was diluted to 130 μl with TE buffer into the appropriate Covaris tube. Covaris was set to 300 bp program. 10 μl of each sonicated DNA was run on 1.5% agarose gel to verify fragment size. The sonicated DNA was transferred from the Covaris tube to a 1.7 ml microfuge tube and the volume measured. The sonicated DNA was then diluted with TE buffer (10 mM Tris HCl, pH 7.5; 1 mM EDTA) to 400 μl, heat-denatured for 10 min at 95 °C, then immediately cooled on ice for 5 min. Then 100 μl of 5X IP buffer and 5 μg of antibody (monoclonal mouse anti 5-methyl cytidine; Diagenode #C15200006) were added to the denatured sonicated DNA. The DNA-antibody mixture was incubated overnight on a rotator at 4 °C.

The following day magnetic beads (Dynabeads M-280 Sheep anti-Mouse IgG; 11201D) were pre-washed as follows: The beads were resuspended in the vial, then the appropriate volume (50 μl per sample) was transferred to a microfuge tube. The same volume of Washing Buffer (at least 1 mL) was added and the bead sample was resuspended. Tube was then placed into a magnetic rack for 1–2 minutes and the supernatant discarded. The tube was removed from the magnetic rack and the washed beads were resuspended in the same volume of 1xIP buffer as the initial volume of beads. 50 μl of beads were added to the 500 μl of DNA-antibody mixture from the overnight incubation, then incubated for 2 h on a rotator at 4 °C.

After the incubation, the beads were washed three times with 1X IP buffer as follows: The tube was placed into magnetic rack for 1–2 minutes and the supernatant discarded, then washed with 1xIP buffer 3 times. The washed beads were then resuspended in 250 μl digestion buffer (50 mM Tris-HCI pH 8, 10 mM EDTA pH 8, 0.5% SDS) with 3.5 μl Proteinase K (20 mg/ml). The sample was then incubated for 2–3 hours on a rotator at 55 °C. After incubation, the tube was put again into the magnetic rack for 3 minutes and the supernatant removed to a new microfuge tube. The beads were discarded. 250 μl of buffered Phenol-Chloroform-Isoamyl alcohol solution was added and the tube vortexed for 30 sec then centrifuged at 14,000 rpm for 5 min at room temperature. The aqueous supernatant was carefully removed and transferred to a fresh microfuge tube. Then 250 μl chloroform were added to the supernatant from the previous step, vortexed for 30 sec and centrifuged at 14,000 rpm for 5 min at room temperature. The aqueous supernatant was removed and transferred to a fresh microfuge tube. To the supernatant 2 μl of glycoblue (20 mg/ml), 20 μl of 5 M NaCl and 500 μl ethanol were added and mixed well, then precipitated in −20 °C freezer for 1 hour to overnight.

The precipitate was centrifuged at 14,000 rpm for 20 min at 4 °C and the supernatant removed, while not disturbing the pellet. The pellet was washed with 500 μl cold 70% ethanol in −20 °C freezer for 15 min. then centrifuged again at 14,000 rpm for 5 min at 4 °C and the supernatant discarded. The tube was spun again briefly to collect residual ethanol at bottom of tube and then as much liquid as possible was removed with gel loading tip. Pellet was air-dried at RT until it looked dry (about 5 minutes) then resuspended in 25 μl H_2_O or TE. DNA concentration was measured in Qubit with ssDNA kit.

### MeDIP-Seq

Snail foot pad MeDIP pools were used to create libraries for next generation sequencing at Washington State University, Genomics Core Laboratory with an Illumina® platform. All the pools consisted of 10–20 individuals for the footpad (see above) experiment, with 3 pools each for the lake versus river populations. For library preparation, we used the NEBNext® Ultra™ RNA Library Prep Kit for Illumina® starting at step 1.4 of the manufacturer’s protocol to generate double stranded DNA. After this step the manufacturer’s protocol was followed. Each pool received a separate index primer. Next generation sequencing (NGS) was performed at the WSU Spokane Genomic Core laboratory using the Illumina® HiSeq. 2500 with a PE50 application, with a read size of approximately 50 bp and approximately 100 million reads per pool. Three libraries each were run in one lane comparing river and lake. All sequencing data has been deposited to NCBI GEO (GEO #GSE99912).

### Bioinformatics and Statistics

Basic read quality was verified using summaries produced by the FastQC program^52^. The reads for each sample for DMR analyses were mapped to a *P. antipodarum* transcriptome reference^40^ using Bowtie2^53^ with default parameter options. The mapped read files were then converted to sorted BAM files using SAMtools^54^. To identify DMR, the reference genome was broken into 100 bp windows. The MEDIPS R package^55^ was used to calculate differential coverage between lake and river sample groups. The edgeR p-value^56^ was used to determine the relative difference between the two groups for each genomic window. Windows with an edgeR p-value less than 10^−5^ were considered DMRs. The DMR edges were extended until no genomic window with an edgeR p-value less than 0.1 remained within 1000 bp of the DMR. CpG density and other information was then calculated for the DMR based on the reference genome.

DMR were annotated using a Blastn^57^ search against NCBI’s preformatted “nt” database. The rentrez^58^ R package was used to process the Blastn results and to download linked gene information from NCBI. The genes that overlapped with DMR were then input into the KEGG pathway search^59,60^ to identify associated pathways. The DMR associated genes were manually then sorted into functional groups by consulting information provided by the DAVID^61^, and Panther^62^, and databases incorporated into an internal curated database (www.skinner.wsu.edu under genomic data).

## Electronic supplementary material

Supplemental Material

# Supplementary material for: Epigenetics and adaptive phenotypic variation between habitats in an asexual snail
**Source:** Sci Rep. 2017 Oct 26;7:14139. doi: 10.1038/s41598-017-14673-6
**Supplement:** Supplementary file 1 — Supplemental Material

**Epigenetics and adaptive phenotypic variation between habitats in an  
asexual snail**

Jennifer Madrid Thorson<sup>1</sup>, Mark Smithson<sup>1</sup>, Daniel Beck, Ingrid Sadler-Riggleman, Eric  
Nilsson, Mark Dybdahl\*<sup>2</sup> and Michael K. Skinner\*<sup>2</sup>

Supplemental Material

## **Supplemental Figure and Table Legends**

**Supplemental Figure S1.** Snail foot pad histology. The snail foot pad histology (HE stain) is shown that identified the foot muscle cells and region dissected for the purified muscle cell population. The expanded snail morphology for the operculum foot pad and body loops with gonad are also shown. The 100µm indicator is provided for each micrograph.

**Supplemental Table S1.** The Lake 1 versus River 2 DMR characteristics and associated genes for  $p < 10^{-3}$  data set. The DMR name and associated genome contig, specific base pair start and stop with size, DMR length (bp), number of significant windows (#SigWin), minimum p-value, CpG number (#) and density, and associated gene with category listed. The NA indicates not applicable for associated gene.

**Supplemental Table S2.** The Lake 2 versus River 1 DMR characteristics and associated genes for  $p < 10^{-3}$  data set. The DMR name and associated genome contig, specific base pair start and stop with size, DMR length (bp), number of significant windows (#SigWin), minimum p-value, CpG number (#) and density, and associated gene with category listed. The NA indicates not applicable for associated gene.

## Snail Foot Pad Histology

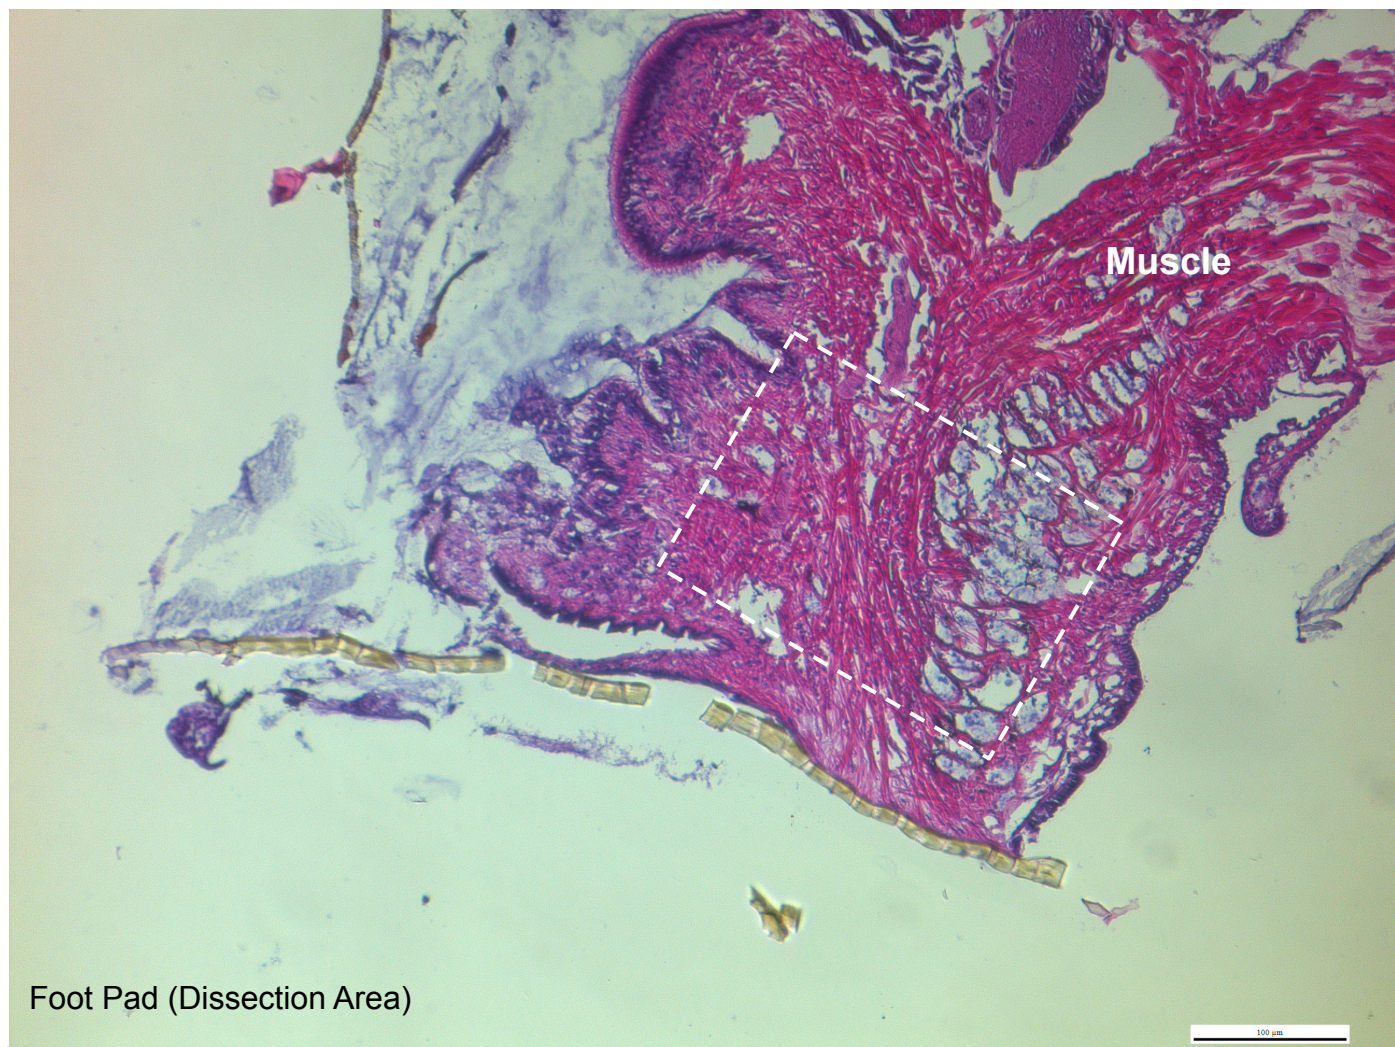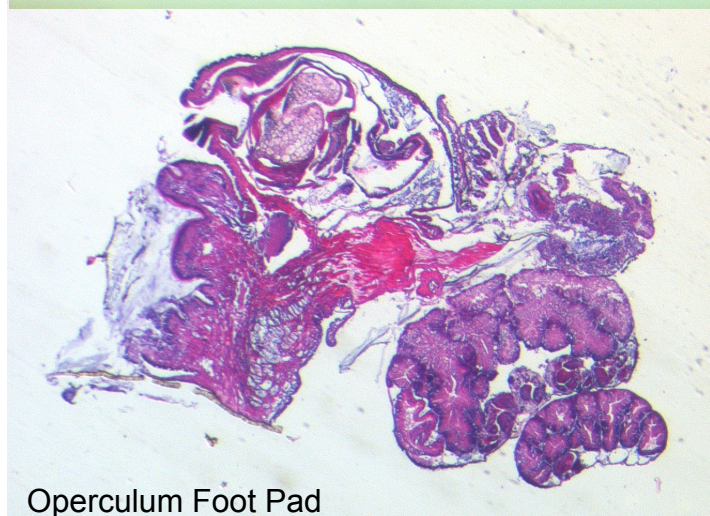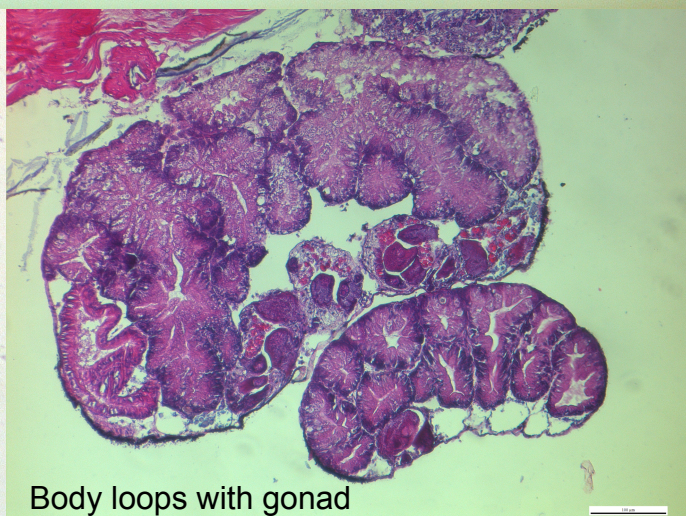

Supplemental Table S1  
Lake 1 vs. River 2

Supplemental Table S2  
Lake 2 vs. River 1

How the deposited data were processed for this re-analysis (not part of the article)

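DNA methylation was measured by MeDIP-seq in foot tissue DNA of 6 pools of snails, 3 from Lake 2 (Lake Washington) and 3 from River 1 (the main channel of the Snake River). Pools were assigned to sites by the site labels of the samples and numbered as in the deposited table, the descriptions of the samples and Fig. 2A. The titles of the River 1 samples give 8, 9 and 10 instead of 7, 8 and 9, and Fig. 2A assigns number 10 to River 2. All labels of a sample give the same site, but the numbers of the River 1 pools are less certain. Fig. 2A also shows the most reads for pool 8, whose summed window count is the lowest. The pools of Lake 1 and River 2 were not analysed here.

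The authors aligned the reads with Bowtie2 to a joined transcriptome of P. antipodarum, sorted them with SAMtools and counted them in windows of 100 bp with MEDIPS. The deposited counts are raw read counts per window, without normalization. The authors also deposited RPKM values, which are the counts scaled by window length and by the reads of the pool. Those of the Lake 2 pools served only to find the number of reads behind them, and 3 further per-pool columns with RPKM values of River 1 were not used. The authors deposited a log2 fold change, a p-value and an adjusted p-value per window from edgeR, and their adjusted values equal a Benjamini-Hochberg adjustment of their p-values to within 2e-14. Their log2 fold changes are positive where Lake 2 is higher, and their sign was turned here to River 1 minus Lake 2. The paper's text names edgeR but not which of its tests, no low count filter and no MEDIPS settings. The classic exact test of edgeR in windows with a summed count of at least 1 gave 343 windows past 1e-05, of which 340 are among the 341 of the authors. Across windows, the log10 p-values of both had a Pearson correlation of 0.9997, which is over windows and not over independent replicates.

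Counts summed to between 3317802 and 4994212 per pool. No window exceeds 300 counts in any pool, and pools with high counts differ by less than sampling noise near that ceiling, so differences between highly covered windows are compressed. A read of 51 bp, the length that 1.50 window counts per read corresponds to, touches a given window from 300 start positions over both strands, which equals the ceiling. Counting at most 1 read per position and strand would give this value, and the paper's text names no such step, so a count may stand for distinct read positions and not for all reads. Intervals and floors given here cover counting error only, since MeDIP reads carry no molecular identifiers. Adjacent windows share reads.

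The main test, chosen before the data were examined, was edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3) with TMM normalization, no covariates and all 6 pools. It covered windows with a summed count of at least 10, which are 20.5% of all windows. Windows were called at an unadjusted p-value of 1e-05, the paper's threshold, and a second count used a Benjamini-Hochberg adjusted p-value of 0.05. Standard errors of log2 fold changes are those implied by the F statistic. DMRs were built as the paper describes, from windows past the threshold, extended while a window with a p-value under 0.1 lay within 1000 bp. Contig borders were read from runs of at least 9 windows without a read. Of the 267 DMRs that result from the authors' p-values, 266 have the extent that Table S2 gives, in windows. Each of the 1709 DMRs of Table S2 has its p-value in the deposited table.

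Simulated counts with the means and totals of the real windows, for the comparison of River 1 with Lake 2, held 200 windows changed by a log2 fold change of 1 among 151608. The test called 63 of them at 1e-05 with 1 false call, 5 of 99 with mean counts of 5 to 15, 23 of 66 with 15 to 50, and all of the 26 with 50 to 150 and the 9 above. The median estimated change was 0.99. The simulated spread was the one that edgeR's trend fits at each count level. It had no spread particular to a window, no count ceiling and no reads shared by adjacent windows. The shares called and the false call therefore hold for that model, and a larger spread was not simulated. The DMR building was tested on 44000 simulated windows, where it found 200 of 200 planted DMRs.

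CPM values of a DMR (counts scaled by edgeR to a common total per pool) are sums over its windows, scaled by TMM. They were compared by exact permutation tests of the difference of means, two-sided, for which 0.1 is the smallest p-value with 3 pools against 3. Expected overlaps come from 10000 random placements. Shares carry 95% Wilson intervals.

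The regions named were set by a rule written before the counts were seen: the 10 windows with the smallest p-values, at most 1 per contig; the DMRs of HSPA8, RAB11B and SMAD3; the genes of Fig. 4B whose contig is also in Table S2 (atp5a1, DDOST, COX1 and sox2); the DMRs with a mitochondrial gene name as a group; and the 27 DMRs with a gene name and a p-value under 1e-05 as a group. The values of Tables S1 and S2 had been seen by then. Gene names are the paper's BLAST hits in other species. CpG densities were recalculated from the CpG numbers and lengths in those tables.

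The alternatives were edgeR's exact test, DESeq2 1.42.0, limma-voom (limma 3.58.1), library size and DESeq2's size factors in place of TMM, summed counts of at least 1 and at least 60, the authors' p-values, the adjusted threshold, other ways of building DMRs, and each pool left out in turn. Loess offsets per pool, counts corrected for the ceiling and placements matched on count level were added after the data were seen. An analysis of CpG content per window was planned and not run, since it needs the reference sequence. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 was used beside R.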

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

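The quasi-likelihood test and its adjusted threshold were set before the data were examined, and the other tests of this part were chosen after the result was seen. In edgeR's quasi-likelihood test, 75 windows outside the DMRs of Table S2 had a Benjamini-Hochberg adjusted p-value under 0.05. They were singled out because the paper reports no window outside those DMRs. Of these, 29 were higher in Lake 2 and 46 higher in River 1, a different balance from the windows inside. Their median absolute log2 fold change was 0.91 and their median mean count 32.2, against 27.0 for the windows inside. The pools of the sites overlapped in some of them: they were separate in 46 of the 75 by counts per total count and in 50 by TMM-scaled CPM, against all of the 223 windows past 1e-05 by the former. Such separation is not independent of the choice of windows on the same pools. Their smallest adjusted p-value was 0.0177. In the authors' table their unadjusted p-values ran from 0.00101 to 0.0038, and none had an adjusted p-value under 0.05. The lower end and the lack of adjusted calls follow from choosing windows outside Table S2, whose DMRs pass 1e-03. The authors' table has 2612 windows past 1e-03 and 1642 with an adjusted p-value under 0.05. Only the upper end is therefore informative.

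The small spread of counts near the ceiling does not account for them, since 0 of the 75 reach 250 counts in a pool. A trend of the fold change with the count level is not their whole source, since 54 of the 75 keep an adjusted p-value under 0.05 with loess offsets and all 75 keep their direction. For the other 21 it stays open. Splits of the pools cannot by themselves exclude chance: the real grouping is the 1 split of 10 with the most windows past this threshold in the whole table, the others have at most 1, and no share under 0.1 is possible. A difference in methylation between the sites, which is the design's own explanation, also stays open. The largest of the authors' p-values for these windows, 0.0038, places them near the edge of the paper's list.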

How the results depend on the processing

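The choices of this part were made before the data were examined, except the loess offsets, the correction for the ceiling and DESeq2's test with edgeR's dispersions, which were chosen after the results were seen. Against 223 windows and 172 DMRs, counts stayed within 1.5 times for edgeR's exact test (311 and 243), DESeq2's size factors (227 and 175), a summed count of at least 60 (206 and 156), counts corrected for the ceiling (239 and 181) and the test without replicate 5 (326 and 258). DMRs also did so when built without extension (174) or across contig borders (172).

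They did not under the following. DESeq2's test called 10 windows and 8 DMRs, limma-voom 88 and 73, and library size in place of TMM 143 and 113. A summed count of at least 1 gave 644 and 465, the authors' p-values 341 and 267, and the adjusted threshold 2152 and 1417. Loess offsets called 338 windows, with 237 DMRs, which is within 1.5 times. Leaving out a pool gave 71 to 541 windows and 56 to 399 DMRs, lowest without replicate 6 and highest without replicate 7, and all but the test without replicate 5 moved by more than 1.5 times. For DESeq2, its larger dispersions are a likely source of the low count: their median was 0.0627 at mean counts of 15 to 30, against 0.00408 for edgeR's trend, and DESeq2's test with edgeR's trended dispersions called 327 windows. That exceeds 223, so how much of the gap they explain is not settled. For the other settings the cause was not tested, apart from the adjusted threshold, which is less strict by construction.

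The share of windows higher in Lake 2 was 76.7%, and of DMRs 79.1%. It was 65.2% and 68.6% with DESeq2's size factors, 69.5% and 68.8% with loess offsets, and 66.5% and 69.9% at a summed count of at least 60. For windows it was 81.8% with library size, 84.2% with the authors' p-values and 83.2% at a summed count of at least 1. Without one pool it ranged from 52.6% to 87.7% of windows and from 55.1% to 89.9% of DMRs, lowest without replicate 4 and highest without replicate 5. It reversed for DESeq2's test, to 10.0% of its 10 windows and 12.5% of its 8 DMRs. The cause was not tested.

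The overlap with the DMRs of Lake 1 and River 2 was 40. It was 3 by DESeq2's test, 20 by limma-voom, 25 with library size and 70 at a summed count of at least 1. With both lists at 1e-04 it was 148 and at 1e-03 it was 636, where both lists are longer by construction. Without one pool it was 16 to 65. In the other settings it stayed between 38 and 45. Of the 175 DMRs with a gene name in Table S2, 18 overlapped a DMR made here. The number was 0 by DESeq2's test (which had 7041 windows at an unadjusted p-value under 0.05, against 21638 in edgeR's quasi-likelihood test), 5 by limma-voom, 11 with library size, 52 at a summed count of at least 1 and 5 to 42 without one pool. Causes were not tested beyond the dispersions. In Table S2, the median length (445 bp), the share of 200 to 1000 bp (88.0%) and the share with 1 to 5 CpG per 100 bp (58.4%) differed from those here by less than their spread or interval.

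For the 17 regions named singly, no setting changed a direction, and a call at 1e-05 was lost in 11 and gained in 7 of 271 comparisons. The window of sox2 lost it in 6 settings and that of DDOST gained it in 3. No paired analysis was possible because the pools of the sites share no replicate number. Normalization within CpG classes and the trend of fold changes with CpG per window were not run, since the table gives no CpG content. Depth limits what can be called. The simulated data had edgeR's fitted spread and no count ceiling. There a log2 change of 1 was called in 5 of 99 windows with mean counts of 5 to 15. With mean counts of 50 to 150 it was called in 26 of 26.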

Differences from the paper's values

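The number of DMRs at 1e-05 between Lake 2 and River 1 was 172 in the main test, and the paper's value is 267. Of the alternatives set before the data were examined, edgeR's exact test (243), the authors' deposited p-values (267), and the quasi-likelihood test without replicate 5 (258) or without replicate 7 (399) came within 1.5 times of the paper's value. DESeq2 (8), limma-voom (73), library size (113), DESeq2's size factors (175), summed counts of at least 1 (465) and at least 60 (156), the adjusted threshold (1417), DMRs without extension (174) or across contig borders (172), and the tests without replicates 4, 6, 8 and 9 (89, 56, 92 and 79) did not. Loess offsets (237) and counts corrected for the ceiling (181), both chosen after the values were seen, also came within 1.5 times, and missed 146 and 116 of the paper's 267 DMRs. Of these 267, edgeR's exact test missed 36, and the quasi-likelihood test missed 117 without replicate 5 and 95 without replicate 7. DMRs built from the authors' p-values match the counts printed in Fig. 2B and Fig. 2C at every threshold. Table 2 of the paper gives 253 DMRs for the same comparison in its column headed 1 Window DMR. Here 130 DMRs held exactly 1 window past the threshold, and 208 by the authors' p-values. That column gives 288 for Lake 1 and River 2, which equals all DMRs of Table S1 at 1e-05, so it may count DMRs of any number of windows, of which edgeR's exact test gave 243.

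The overlap with the Lake 1 and River 2 DMRs at 1e-05 was 40. The paper's text gives 153 where it first reports this overlap, and 45 where it reports the combined comparison, and 40 is within 1.5 times of the latter. Of the alternatives, both lists at 1e-04 (148) came within 1.5 times of 153. The tests by edgeR's exact test (42), DESeq2 (3) and limma-voom (20), library size (25), DESeq2's size factors (39), summed counts of at least 1 (70) and at least 60 (38), the authors' p-values (45), Table S2 (45), both lists at 1e-03 (636), an overlap of at least 50% of the shorter DMR (40), and the tests without replicates 4 to 9 in turn (25, 43, 16, 65, 19 and 17) did not. The paper's own Tables S1 and S2 share 45 DMRs at 1e-05, which differs from the paper's 153 and matches Fig. 2D, and they share 153 at 1e-04.

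The paper gives 60 M reads per pool in its results and 100 M in its methods, which are sequenced reads. The reads behind the RPKM values of the Lake 2 pools had a median of 2.77 M, which are those counted on the transcriptome. The paper states that 25% of the sequenced DNA aligned, which is 15 M of 60 M reads and 25 M of 100 M, or 5.43 and 9.04 times the median here, so by these values alignment alone does not close the gap. The ceiling of 300 counts per window equals the number of positions at which reads of 51 bp can touch a window, as counting at most 1 read per position and strand would give. This was not tested as a reason for the gap. No alternative applies to this measure.

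The paper states a predominant DMR length of 400–600 bp for both comparisons. For Lake 2 and River 1, 53 DMRs made here were in that class and 62 in the class of 200 to 400 bp, and in Table S2 there were 81 and 105. The paper lists transport and development among its predominant categories for both comparisons. In Table S2 these hold 6 and 7 DMRs, fewer than cytoskeleton and transcription with 14 each, while metabolism, signaling and translation hold the most among the named categories, as the paper states.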

Other observations

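The tests of chance, of mitochondrial DNA, of the count ceiling and of the depth of the Lake 2 pools were set before their results were seen, and all others in this part were chosen after.

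Splits of the pools cannot by themselves exclude chance for the windows called between Lake 2 and River 1, since the real grouping is the 1 split of 10 with the most windows and 3 pools against 3 allow no share under 0.1. The other splits gave 0 windows in 8 cases and 5 in the remaining one, and 40 of the DMRs overlapped the list from the pools of Lake 1 and River 2, where random placements gave 4.01 on average and at most 12. These values go against chance as the whole source, although regions that vary between any pools would overlap more often than random placements too. The small spread near the ceiling does not account for these windows, since 0 of them reach 250 counts in a pool and the largest count is 188. Counts below that level can be compressed too. With counts corrected for the ceiling, 190 of the 223 windows stay past 1e-05, and for the rest this source stays open. A trend of the fold change with the count level was present. The median log2 fold change was 0.16 at mean counts up to 5, -0.18 at 15 to 30 and 0.15 above 250. It is not the whole source of the calls, since 129 of the 223 windows stay past 1e-05 with loess offsets, which brought these medians to 0.03, -0.02 and 0.00. For the other 94 it stays open. The offsets did not remove the trend at every count level. At mean counts of 50 to 100 the median went only from 0.08 to 0.06, and the called windows there rose from 41 to 138.

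The preference for Lake 2 among the called windows moved by 16.6 percentage points between library size and DESeq2's size factors (81.8% and 65.2%). The greater summed count of the Lake 2 pools together may therefore contribute to it, but under either scaling most called windows were higher in Lake 2.

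At windows called without them, pools 5 and 7 lay midway between the sites. On a scale from River 1 at 0 to Lake 2 at 1, pool 5 had a median position of 0.521 (quartiles 0.372 and 0.691). On a scale from Lake 2 at 0 to River 1 at 1, pool 7 had 0.475 (quartiles 0.297 and 0.629). The other pools had medians of 0.817 to 0.984 on the scale of their own site. The pair of pools 5 and 7 had the smallest chi-square per degree of freedom of all 15 pairs (0.814), although they come from different sites. That measure also depends on depth. By Spearman correlation over windows, pool 7 was closer to the Lake 2 pools 4, 5 and 6 (0.908, 0.909 and 0.900) than to the River 1 pools 8 and 9 (0.872 and 0.892), while pool 5 was closest to pool 4 of its own site (0.920). No other pool was closer to all pools of the other site than to both others of its own. An exchange of these pools is argued against, since trading them leaves 5 windows past 1e-05. A Lake 2 pool under the label of pool 7 cannot be told apart from a River 1 pool that differs from the others. Its position of 0.475 lies far from 0, but pool 5 shows that a pool labelled Lake 2 can lie as far from its site. Single windows go the other way: on contig 11695 pool 7 had 18 and 22 counts where every Lake 2 pool had 0, and at 73086501 it had 50 where they had 5, 4 and 9. They were picked with pool 7 counted in River 1, so its high counts there are not independent of the choice. The windows at 20198801 and 73086501 also passed 1e-05 in the quasi-likelihood test without pool 7. Sets of windows with at least 5 counts in each other River 1 pool gave mixed results. With at most 1 count in each other Lake 2 pool, without contig 11695, the position of pool 7 over 42 windows was 0.369. That is within the range of the Lake 2 pools tested alike (0.184 to 0.389) and below pools 8 and 9 (0.731 and 0.701). With contig 11695 it was 0.479, above the Lake 2 pools (0.144 to 0.350). With 0 counts in each other Lake 2 pool it was 1.09 over 6 windows (Lake 2 pools 0.0421 to 0.131). Without contig 11695 that became 0.613 over 4 windows (Lake 2 pools 0 to 0.262, pools 8 and 9 0.809 and 0.690). The sets with 0 counts are small, so the label stays open. The sample labels number the River 1 pools 8 to 10 in their titles and 7 to 9 in their descriptions, but all give the same site. DNA of both sites in pools 5 and 7, in 1 share per pool, would give a pool the same position at windows of either direction, on a scale with ends known without error. At windows called without both pools, on the scale from Lake 2 at 0 to River 1 at 1, pool 5 had a median position of 0.194 at the 132 windows higher in River 1 (95% bootstrap interval 0.171 to 0.238) and 0.435 at the 761 higher in Lake 2 (0.416 to 0.457), and pool 7 had 0.343 (0.282 to 0.407) and 0.588 (0.569 to 0.609). The smaller difference was 0.241, and the intervals stayed apart with library size, DESeq2's size factors and loess offsets. At 1e-07 those of pool 5 stayed apart and those of pool 7 overlapped (0.253 to 0.541 and 0.537 to 0.627). These differences cannot exclude a mixture in 1 share per pool. The windows were called on the other pools, whose means also set the ends of the scale. Such a choice can overstate the higher site more, which moves a pool of fixed share in the direction seen. A mixture also cannot be told apart from a graded difference between pools, technical or biological, since each would put pool 5 near 0.521. The paper's sentence on sequencing lanes does not say which pools shared a lane, so a lane effect was not tested.

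In Table S2 the DMRs higher in Lake 2 had a median of 4.33 CpG per 100 bp and those higher in River 1 a median of 2.00, by the authors' fold changes. Stronger immunoprecipitation of CpG-rich DNA in the Lake 2 pools could produce such a difference. In the DMRs of Table S1, which were not chosen on these pools, the share higher in Lake 2 reached 73.2% at 4 to 5 CpG per 100 bp and was 51.5% above 6, so it did not rise over all classes. This source cannot be told apart from a difference in methylation, since no input DNA was used here and the CpG density of windows outside the paper's DMRs is not known here.

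All 7 DMRs with a mitochondrial gene name were higher in River 1. This is consistent with more mitochondrial DNA in the River 1 pools, and a change in the methylation of mitochondrial DNA was not tested apart from it. The other tested windows of their contigs moved the same way on contigs 00285, 01069, 01741, 02340 and 07825, by median log2 fold changes of 0.45, 0.42, 0.97, 0.79 and 0.85 over 4, 7, 1, 1 and 2 windows. On contigs 00012 and 18911 they did not, with medians of -0.29 over 10 windows and -0.06 over 6. More background DNA in the River 1 immunoprecipitates stays open, since 40.4% of the other Table S2 DMRs with the same CpG densities were also higher in River 1.

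There were 4 windows with 0 counts in every Lake 2 pool and at least 5 in each River 1 pool, and 0 windows with the reverse. They lie on contig 11695 (20198701 to 20198900, as 2 windows), contig 14618 (24556001 to 24556100) and contig 37189 (54062301 to 54062400), and were chosen after their values were seen, apart from the window at 20198801, which the rule for named windows includes. Against a floor of 3 counts over the Lake 2 pools together, they were 14.9-fold, 16.7-fold, 7.21-fold and 6.15-fold higher in River 1. The counting error and spread of the River 1 pools are left out, so these are not lower bounds. None has a gene name in Table S2. The other splits of the pools gave at most 1 such window, so the real one is the 1 of 10 with the most. Splits alone cannot exclude chance at that number. A sequence missing from the Lake 2 snails, DNA of another organism in the River 1 pools, and an absence of methylation would each leave these 4 windows empty, and they cannot be told apart without input DNA.

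DESeq2 called few windows. With edgeR's trended dispersions in place of its own, the same test called 327, so its larger dispersions are a likely source of the low number. The exchange used edgeR's trend without its quasi-likelihood dispersion, so it does not settle how much of the gap to 223 they explain.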
